A study of Branchiostoma lanceolatum with 10 samples. Its data were reported in "Amphioxus functional genomics and the origins of vertebrate gene regulation" (2018).

How the data were processed

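DNA methylation was measured by reduced representation bisulfite sequencing (RRBS) in adult gut, muscle and notochord of the amphioxus Branchiostoma lanceolatum, with 2 libraries per tissue. RRBS digests DNA with the enzyme MspI, which cuts at CCGG sites, and sequences bisulfite-treated fragments, so it reads CpG-rich parts of the genome. The series also holds whole-genome bisulfite libraries (MethylC-seq) of embryos at 3 stages and of the hepatic diverticulum, 1 library each, and these were not analysed here. The authors mapped the RRBS reads with WALT to an in silico bisulfite-converted draft assembly of the species, allowed up to 5 mismatches per read, kept uniquely mapped reads and called cytosines with MethylDackel.

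The table of CpGs deposited by the authors holds raw counts for each library and listed position, which are the counts of methylated reads and of all reads covering the position. The values were whole numbers, no methylated count exceeded the reads of its position, and the library totals differed, so no normalisation had been applied. The table lists 543930 CpGs on 5230 scaffolds of the authors' draft assembly. Every listed CpG had at least 1 read in each of the 6 libraries. Listed positions lay at least 2 bp apart, so the 2 cytosines of a CpG were not listed apart, and no merging of strands was needed. Muscle replicate 2 is the library that the table and its sample description name muscle 3. Positions are printed counted from 1. A second table, of cytosines outside CpGs, is named in the sample descriptions and was not used here. No sequence or gene annotation of the authors' assembly was used here, so no CpG was placed in a gene. The only gene table at hand names another assembly, klBraLanc5.hap2, and none of its names or coordinates were used.

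CpGs with at least 10 reads in every one of the 6 libraries were kept, which left 191480, or 35.2% of those listed. A methylation level is the share of reads that were methylated. The level of a library sums reads over CpGs, and the level of a tissue is the mean of its 2 library levels. Classes followed the limits of the study, except that exactly 80% counted as high here and as medium in the study, with unmethylated for no methylated read, low for up to 20%, medium for over 20% and under 80%, and high for 80% or more. Classes of a tissue came from the reads of its 2 libraries added together. Confidence intervals of single shares are 95% Wilson intervals. Reads are copies made by PCR without molecular identifiers, so intervals and floors cover counting error only. A count of 0 methylated reads among 10 allows a level of up to 30%. The mean number of reads per kept CpG ranged from 50.8 to 84.2 between libraries.

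Differences between tissues were tested per CpG with edgeR 4.0.16 in R 4.3.3. The 6 libraries entered 1 overdispersed logistic model of methylated and unmethylated reads, with a common dispersion, a quasi-likelihood fit with robust shrinkage and quasi-likelihood F tests. CpGs needed at least 1 methylated and 1 unmethylated read over the 6 libraries, which left 58941 tested. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and a CpG was called at an adjusted p under 0.05. The estimated dispersion was 0.206. The median prior degrees of freedom of the quasi-likelihood fit were infinite. Where they are infinite, a CpG is tested with the spread shared between CpGs and not with that of its own replicates. Blocks were at least 3 called CpGs at most 500 bp apart that changed in the same direction. Differences of tissue levels and class shares were tested with exact two-sided permutation tests of library values. With 2 libraries against 2 these tests cannot give a p below 0.333, and over the 15 ways of making 3 pairs of libraries they cannot give a p below 0.0667. Correlations were computed across CpGs, which are not independent replicates. The labels give no sequencing batch or date, and they do not say how many animals each library came from. A comparison of replicate 1 against replicate 2 with tissue as a covariate checked whether the replicate number marks something shared between tissues.

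Named CpGs followed a rule set before the data were examined. In each comparison they were the 2 called CpGs with the largest difference of pooled levels among those where both libraries of one tissue lay above both of the other, and over all comparisons the 5 blocks with the most CpGs. CpGs outside this rule are said to have been chosen after their values were seen.

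Alternatives covered the coverage minimum, the most covered 1% of CpGs, the adjusted p limit, a minimum difference of 20 points, a replicate block, each library left out in turn, fits of 4 libraries, thinning to 10 reads per CpG, equal weight per CpG and the window of CpG density. Other tests were a moderated quasi-binomial test, limma 3.58.1 on log2((methylated + 1)/(unmethylated + 1)) and Fisher's exact test on pooled reads. The strands behind a CpG were inferred from read counts. A CpG was read as covered from both strands when the reads of 2 neighbours within 60 bp added up to its own in all 6 libraries, with a tolerance of 5%, and each of the 2 neighbours as covered from one strand. The tests were tried on simulated data with the coverage of the real libraries and 200 changed CpGs in muscle. The replicate spread was 1 overdispersion for all tissues, 0.0986 at pooled levels of 5% or more and 0.00193 below, and so did not include the larger spread of the muscle libraries. The dispersion estimated by edgeR was 0.168 to 0.170 in these data, against 0.206 in the real data. With counting noise and this spread, edgeR called none of the 200 at a change of 40 points, and 83% of them for gut against muscle and 78% for muscle against notochord at 80 points, with 0 false calls. With counting noise alone it called 75% and 72% of them at 40 points. The Benjamini-Hochberg limit loosens as more CpGs change, so all these shares hold for 200 CpGs changed at once and not for a few. In the simulation with replicate spread at 40 points, the quasi-binomial test called none of them in either comparison, with 0 false calls, and limma called 31% and 29%, with 12 and 18 false calls. At 80 points the quasi-binomial test called 50.5% for gut against muscle and 38% for muscle against notochord, with 4 and 1 false calls. Limma then called 98.5% in either comparison, with 52 and 32 false calls, and Fisher's exact test gave 978 and 910 false calls. The inference of strands assigned 100.0% of the resolved simulated positions to the right class and resolved 0 positions when no strand had been dropped. Both outcomes followed from the construction. Simulated both-strand reads were exact sums of the one-strand reads, and positions without dropped strands had independent reads of like size, which cannot add up. Errors of the inference on real coverage were therefore not measured. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and version 1.17.8 of data.table in R.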

Results

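DNA methylation was measured by RRBS in 6 libraries of adult amphioxus, 2 each from gut, muscle and notochord, the rod that supports the body along its back. The study used these libraries to ask whether regulatory elements that were low in methylation in the hepatic diverticulum, an adult digestive organ, were low in other adult tissues as well. Those elements were not analysed here, and the comparisons cover all listed CpGs with enough reads. Summed over the 543930 listed CpGs, read counts were 18271169 and 17232004 in gut replicates 1 and 2. They were 13284932 and 21103510 in the muscle replicates, and 13151464 and 17717407 in the notochord replicates. A read counts once for each CpG it covers. The 191480 CpGs with at least 10 reads in every library had a median of 54 and 51 reads in the gut replicates, 38 and 62 in the muscle replicates, and 37 and 51 in the notochord replicates.

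The read counts themselves limit what a listed position stands for. For 55022 of the kept CpGs, or 28.7%, the counts showed whether reads came from one strand or both. Of these, 37610 had reads from one strand and 17412 from both. The rule needs 2 one-strand neighbours for a both-strand CpG, but CpGs can share neighbours, so it does not fix the ratio of the classes. The ratio of one-strand to both-strand CpGs was 2.16. Simulated strands dropped at random gave 1.92, near the 2 one-strand positions put in per both-strand position. The level over the CpGs with reads from one strand was 0.139%, and that over those with reads from both was 3.35%. A level above 50% occurred at 6 one-strand CpGs (0.0160%, 95% Wilson interval 0.00731 to 0.0348%) and at 547 both-strand CpGs (3.14%, 2.89 to 3.41%). Levels and class shares below are therefore values over listed positions. Values over both-strand CpGs are given as an alternative for the tissue levels and for the unmethylated and high classes alone. This check was chosen after the counts were seen.

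The first comparison asked how methylated each tissue was. The methylation level was 1.79% ± 0.0047 in gut, 1.78% ± 0.0071 in muscle and 1.72% ± 0.017 in notochord (SD, n = 2 each). Gut replicates 1 and 2 were at 1.79% (95% Wilson interval 1.783 to 1.797%) and 1.78% (1.776 to 1.791%). Muscle replicates 1 and 2 were at 1.77% (1.767 to 1.783%) and 1.78% (1.778 to 1.791%). Notochord replicates 1 and 2 were at 1.71% (1.703 to 1.720%) and 1.74% (1.729 to 1.743%). As a measure of background, each library was read at the CpGs where the other 5 had no methylated read, and its level there lay between 0.0934% and 0.102%.

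Gut exceeded muscle by 0.00700 points, about the spread between replicates (exact permutation test, two-sided, p = 0.667). Gut exceeded notochord by 0.0628 points and muscle exceeded notochord by 0.0558 points, which is more than the replicate SDs, with both notochord libraries below the other 4. The exact permutation test gave p = 0.333 in both cases, the smallest value that 2 libraries against 2 allow. Over the 15 ways of pairing the libraries, the exact permutation p for the spread of the 3 tissue means was 0.133. The gap of muscle over notochord shrank to 0.00588 points with every CpG thinned to 10 reads and to 0.00745 points with equal weight per CpG (exact permutation p = 0.667 in both). In either setting notochord replicate 2 lay above muscle replicate 1. Thinning also gives each CpG equal weight, so the 2 settings are near repeats and not separate checks. The gap of gut over muscle grew to 0.0287 points when thinned and to 0.0288 points with equal weight (exact permutation p = 0.333 in both). Both gut libraries then lay above both muscle libraries. The alternative that moved these levels most was to keep only CpGs with reads from both strands, chosen after the data were seen, which gave 3.37% in gut, 3.45% in muscle and 3.22% in notochord. Under it the difference of gut from muscle changed sign, to -0.0790 points, as it did at a coverage minimum of 20, to -0.00948 points.

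**Figure D1:**
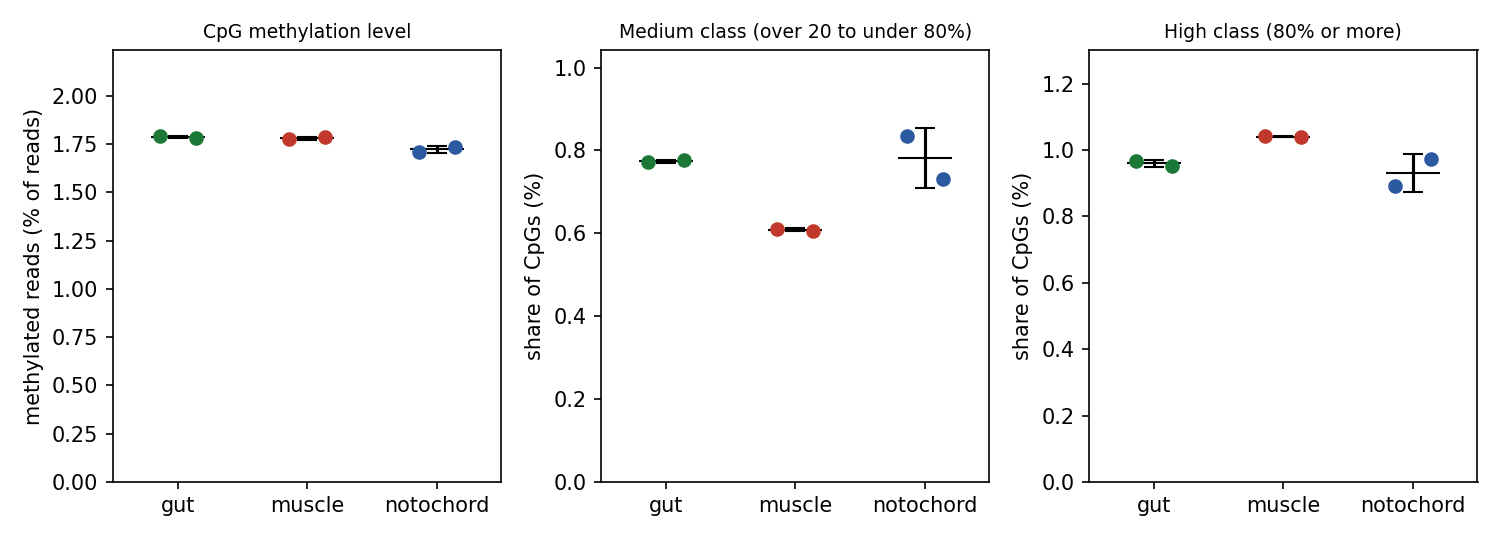
Methylation level (percent of reads) and shares of CpGs (percent) in the medium and high classes, by tissue. Each point is a library, the horizontal line the mean of 2 libraries and the error bar their SD, and muscle has the lowest medium share (0.609%) and the highest high share (1.04%).

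The class shares asked whether methylation is spread thinly or concentrated at a few CpGs. Unmethylated CpGs were 90.2% ± 0.47 in gut, 91.4% ± 2.1 in muscle and 91.5% ± 1.2 in notochord (SD, n = 2 each). The low class held 8.05% ± 0.46, 6.98% ± 2.1 and 6.78% ± 1.2 in the same order. At this depth the boundary between these classes follows coverage, and with every CpG thinned to 10 reads the unmethylated share was 96.7%, 97.0% and 96.8%. Keeping only CpGs with reads from both strands moved the shares most and lowered the unmethylated share to 80.2% in gut, 82.7% in muscle and 82.9% in notochord. The high class held 0.960% ± 0.011 in gut, 1.04% ± 0.00074 in muscle and 0.932% ± 0.058 in notochord. The medium class held 0.774% ± 0.0037 in gut, 0.609% ± 0.0033 in muscle and 0.782% ± 0.073 in notochord. Both muscle libraries had a smaller medium share and a larger high share than the other 4 libraries. For either class the exact permutation p was 0.333 for muscle against gut and for muscle against notochord, the smallest possible, and 0.2 over the 3 tissues.

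The next comparison asked whether the same CpGs are low in all 3 tissues. With the reads of a tissue's libraries added, 187710 CpGs (98.0%) were at 20% or less in all 3 tissues. The same class held in all 3 tissues at 137903 CpGs (72.0%, 95% Wilson interval 71.8 to 72.2%). Changes between unmethylated and low made up 51971 of the other CpGs, and with every CpG thinned to 10 reads the same class held at 91.6%. Among 3770 CpGs that were medium or high in some tissue, 2906 were medium or high in all 3, and 57.4% kept one class. CpGs high in one tissue and under 20% in another numbered 30 (0.0157%, 95% Wilson interval 0.0110 to 0.0224%). Of these, 3 were high in muscle and under 20% in both other tissues. The same held for 2 with notochord as the high tissue and 0 with gut. Another 3 were under 20% in muscle and high in both other tissues, against 0 for gut and 0 for notochord. In the rest the third tissue lay between these limits. The number of 30 rests on both libraries of a tissue being added. It was 112 without muscle replicate 1, 98 without muscle replicate 2 and 65 without notochord replicate 1.

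Agreement between libraries set tissue differences against the spread between replicates. Across the 191480 CpGs, Pearson's r was 0.974 between the gut replicates, 0.952 between the notochord replicates and 0.905 between the muscle replicates. The mean r was 0.944 over the 3 pairs within tissues and 0.940 over the 12 pairs between tissues, where it ranged from 0.919 to 0.962. This order turned over without gut replicate 1 (0.929 within, 0.938 between), gut replicate 2 (0.929 and 0.935) or notochord replicate 2 (0.940 and 0.941). The muscle replicates correlated less with each other than any pair of libraries from different tissues. The mean Spearman's rho was 0.310 both within and between tissues. The root mean square difference was 3.32 points within and 3.54 points between tissues, and it was 4.53 points for the muscle pair. Pairing the libraries by tissue gave the highest mean r of all 15 pairings (exact permutation p = 0.0667, the smallest possible). The setting that moved these values most was to use only the 1573 CpGs with a pooled level of 20 to 80%, where the mean r was 0.469 within and 0.384 between tissues. There r was 0.726 for the gut pair, 0.535 for the notochord pair and 0.146 for the muscle pair.

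**Figure D2:**
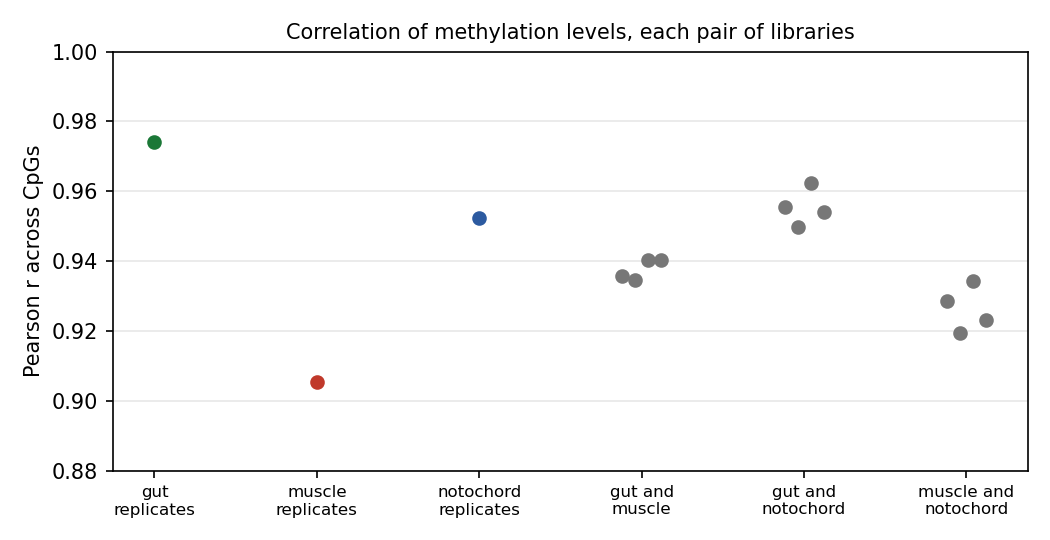
Pearson's r of methylation levels across 191480 CpGs for each of the 15 pairs of libraries, with the vertical axis starting at 0.88. Each point is a pair, and the muscle replicates (0.905) lie below all 12 pairs from different tissues (0.919 to 0.962).

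Single CpGs were then tested for differences between tissues with edgeR. Of 58941 tested CpGs, 0 were called between gut and muscle, and 373 had an unadjusted p below 0.05. The quasi-binomial test called 6 in that comparison, limma 63 and Fisher's exact test on pooled reads 1411, the last being the alternative that moved the count most. Between gut and notochord edgeR called 0, with 211 at an unadjusted p below 0.05, while the quasi-binomial test called 2, limma 8 and Fisher's exact test 1043. Between muscle and notochord edgeR called 1, with 416 at an unadjusted p below 0.05, the quasi-binomial test 17, limma 99 and Fisher's exact test 1373. The test of any difference among the 3 tissues called 1 CpG by edgeR, 14 by the quasi-binomial test and 108 by limma, and 391 had an unadjusted edgeR p below 0.05. Fisher's exact test ignores the spread between replicates. The calls of limma included CpGs with differences under 5 points, 2 between gut and muscle and 4 between muscle and notochord. Of the latter, positions 3918054 of Sc0000000 and 54346 of Sc0000090, chosen after their values were seen, were at 0% in both muscle and both notochord libraries. The log ratio of such a CpG follows its number of reads by construction. Without muscle replicate 1, edgeR called 4 CpGs between gut and muscle, and without muscle replicate 2 it called 3. Without muscle replicate 2 it called 3 CpGs between muscle and notochord and 3 in the test of any difference. No block of 3 CpGs was formed from the edgeR calls (0 blocks) or the quasi-binomial calls (0 blocks), and 1 was formed from the limma calls and 1 from the edgeR calls without muscle replicate 1.

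The CpG called by edgeR lay at position 852778 of scaffold Sc0000108, and the test of any difference called the same CpG (adjusted p = 0.0171). It had no methylated read in either muscle library (107 and 224 reads). Its level was 76.7% and 89.9% in the notochord replicates (30 and 79 reads) and 77.0% and 63.6% in the gut replicates (113 and 55 reads). Muscle minus notochord was -86.2 points, with a log2 odds ratio of -12.80 (SE 2.47). The ratio depends on the prior count because muscle was at 0. The SE was worked back from this ratio and the F statistic of the test, so it depends on the prior count too and is no separate estimate. The adjusted p was 0.0126 by edgeR, 0.00769 by the quasi-binomial test and 0.000142 by limma, and both muscle libraries lay below both notochord libraries. The call was lost whichever library was left out. The adjusted p of edgeR was 0.125 without gut replicate 1, 0.108 without gut replicate 2, 0.111 without muscle replicate 1, 0.231 without muscle replicate 2, 0.20 without notochord replicate 1 and 1 without notochord replicate 2.

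A pair of neighbouring CpGs chosen after their values were seen shows calls made by other tests and not by edgeR. At positions 939227 and 939259 of scaffold Sc0000084 the notochord replicates were at 85.7% and 87.0%, and at 80% and 82.6%. At the first position the gut replicates were at 0% and 1.69% and the muscle replicates at 0% and 4.0%. At the second the gut replicates were at 0% and 1.69% and both muscle replicates at 0%. Between 14 and 92 reads covered each value. The adjusted p of limma was 0.0117 and 0.00796 against gut and 0.00172 and 0.000641 against muscle. That of the quasi-binomial test was 0.0672 for either position against gut, where it made no call, and 0.0273 for either against muscle. That of edgeR was 0.964 for either position against gut and 0.569 and 0.401 against muscle. The only block from the limma calls, also chosen after its values were seen, held 3 CpGs from 28971 to 29003 of scaffold Sc0000607, and fell by 21.5 points from notochord to muscle. Its CpGs were at 0% in both muscle libraries, with 42 to 223 reads, and between 15.9% and 27.2% in the notochord libraries, with 63 to 81 reads. The 2 CpGs that the quasi-binomial test called between gut and notochord lay at 900552 of Sc0000110 and 8093 of Sc0000719, and gut was higher by 47.4 and 43.9 points (quasi-binomial adjusted p 0.0265 and 0.0320, edgeR adjusted p 0.964 for both).

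The comparison of replicate 1 with replicate 2, with tissue as a covariate, asked whether the replicate number marks a shared animal or batch. It called 0 CpGs by edgeR, with 125 at an unadjusted p below 0.05, 0 by limma, with 3478, and 0 by the quasi-binomial test, with 421. Without the tissue covariate, the alternative that moved this count, edgeR called 1 CpG.

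The last comparison related methylation to the distance between CpGs and to their density. Within gene bodies, the study found a negative correlation of methylation with the density of CpG dinucleotides. Density here counts listed positions and no CpG was placed in a gene, so the values do not bear on that correlation. Distance and density both include the one-strand positions, which were almost never methylated. The correlation between the levels of CpGs 2 to 10 bp apart was 0.147 ± 0.0046 (mean and SD over 6 libraries). It was 0.110 ± 0.0041 at 11 to 25 bp and 0.108 ± 0.0055 over 500 and up to 1000 bp, and between 0.0994 and 0.117 at the distances between. All 6 libraries had their highest value at 2 to 10 bp. A coverage minimum of 5 moved the value at 2 to 10 bp most, to 0.131. The level was 2.82% ± 0.034 at CpGs with no other listed CpG within 100 bp, 1.47% ± 0.030 with 3 to 5 and 2.74% ± 0.24 with 15 to 19. It was 2.02% ± 0.35 at the 568 CpGs with 20 or more. The fall from 0 to 3 to 5 neighbours and the rise to 15 to 19 occurred in all 6 libraries. With a window of 250 bp the lowest level was 1.59%, with 10 to 14 neighbours, and the level with 15 to 19 was 1.78%. No test was made of these relations, since CpGs and pairs of CpGs are not independent.

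**Figure D3:**
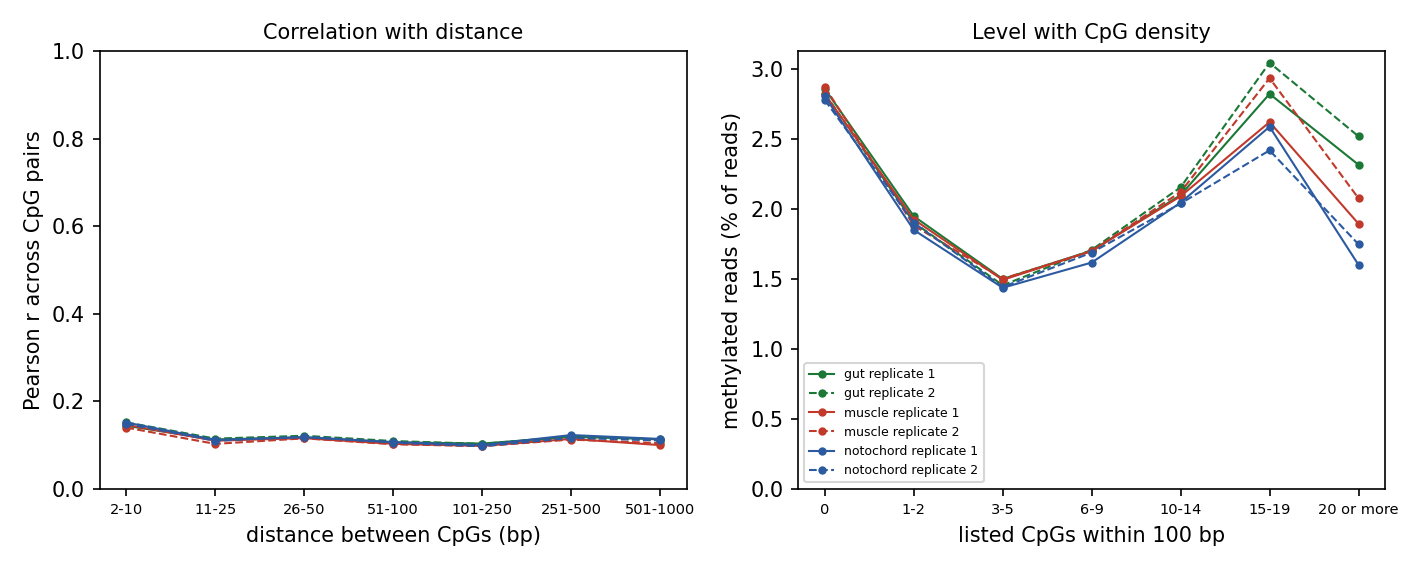
Left, Pearson's r between the levels of CpG pairs by their distance in bp, and right, methylation level (percent of reads) by the number of listed CpGs within 100 bp. Each line is a library, and levels are lowest with 3 to 5 neighbours (mean 1.47%).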

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

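The settings chosen only after the data had been seen were pooled-level minimums of 1% and 5%, scaffolds whose names start with Sc, limma for blocks, CpGs with reads from both strands, and libraries left out for correlations, distance and density. All other alternatives were chosen before the data were examined. When a library was left out, its partner was assumed to vary like the other tissues.

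The count of CpGs called depended on the test. Between gut and muscle it was 0 with edgeR, 6 with the quasi-binomial test, 63 with limma and 1411 with Fisher's exact test on pooled reads, against 373 at an unadjusted edgeR p below 0.05. Between gut and notochord it was 0 with edgeR, 2, 8 and 1043 with the other tests in that order, against 211 at an unadjusted edgeR p below 0.05. Between muscle and notochord it was 1 with edgeR, then 17, 99 and 1373. The test of any difference gave 1 with edgeR, 14 with the quasi-binomial test and 108 with limma. Fisher's exact test ignores replicate spread by its construction. The cause of the other changes was not tested.

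With a pooled level of at least 1%, edgeR called 20 CpGs between gut and muscle, 0 between gut and notochord (276 at an unadjusted p below 0.05), 29 between muscle and notochord and 41 in the test of any difference, while limma and the quasi-binomial test called 0 in each. With at least 5%, edgeR called 0 in the 3 comparisons and in the test of any difference, with 287, 182, 274 and 252 at an unadjusted p below 0.05, and limma and the quasi-binomial test called 0 as well. The cause was not tested. With the replicate number as a block, edgeR called 0 CpGs between muscle and notochord and 0 in the test of any difference, with 214 and 172 at an unadjusted p below 0.05. Differences between replicates did not correlate across tissues (r = 0.0155, -0.0369 and -0.0153 over 3513 CpGs), so the replicate numbers do not pair the libraries, and the block also took a degree of freedom. An adjusted p limit of 0.01 left 0 CpGs in both tests, by its construction. A fit of only the 4 libraries of muscle and notochord gave 0, with 256 at an unadjusted p below 0.05 and fewer degrees of freedom. Without the filter on both states the test of any difference gave 0, with more CpGs to adjust for. The counts of edgeR stayed at 0, 0 and 1 in the 3 comparisons at coverage minimums of 5 and 20, without the most covered 1% of CpGs, on Sc scaffolds alone and with a minimum difference of 20 points.

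With each library left out in turn, edgeR called 0 to 4 CpGs between gut and muscle (4 without muscle replicate 1 and 3 without muscle replicate 2), and 0 to 3 both between muscle and notochord and in the test of any difference (3 without muscle replicate 2 and 0 without each of the others). Those called without muscle replicate 2 include position 2836724 of Sc0000005 in both comparisons with muscle, chosen here after its values were seen. Between gut and notochord the count was 0 throughout, with 78 to 269 at an unadjusted p below 0.05. Blocks numbered 0 to 1, with 1 without muscle replicate 1 and 1 with limma, and the cause was not tested. The CpG at 852778 of Sc0000108 had an edgeR adjusted p of 0.108 to 1 with a library left out, 1 with the replicate block and 0.40 at a pooled level of at least 5%. It was not called in the fit of 4 libraries. At coverage minimums of 5 and 20, without the most covered 1%, on Sc scaffolds, without the filter on both states and at a pooled level of at least 1%, its adjusted p lay between 0.000121 and 0.0414. The comparison of replicate numbers gave 1 CpG without the tissue covariate and 0 with it, and 0 with any library left out (78 to 161 at an unadjusted p below 0.05).

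Levels in gut, muscle and notochord were 1.75%, 1.73% and 1.69% at a coverage minimum of 5, and 1.89%, 1.90% and 1.81% at 20. They were 1.46%, 1.43% and 1.43% when thinned to 10 reads, 1.80%, 1.80% and 1.74% without the most covered 1%, and 1.46%, 1.43% and 1.42% with equal weight per CpG. They were 3.37%, 3.45% and 3.22% at CpGs with reads from both strands. Notochord was lowest in all of these, but muscle exceeded it by only 0.00588 points when thinned and 0.00745 points with equal weight, against 0.0558 points, and the libraries of the 2 tissues then overlapped. Gut minus muscle grew to 0.0287 points when thinned and 0.0288 points with equal weight. It changed sign at a coverage minimum of 20 (-0.00948 points) and at CpGs with reads from both strands (-0.0790 points). Thinning to 10 reads gives each CpG equal weight by construction, so these 2 settings make the same change, which is to remove the weight of deeply covered CpGs. The cause of the other changes in levels was not tested. With any library left out the difference of gut from muscle kept its sign, as did both differences from notochord.

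Thinning to 10 reads raised the unmethylated share, by construction, to 96.7%, 97.0% and 96.8% in the same order of tissues. CpGs with reads from both strands gave 80.2%, 82.7% and 82.9%. The unmethylated share in gut was 91.6% at a coverage minimum of 5 and 88% at 20, and in notochord 89.5% at 20. The high share was 0.913% in gut and 0.984% in muscle at a minimum of 5. At 20 it was 1.07%, 1.16% and 1.04%, thinned 1.03%, 1.1% and 1.01%, and at CpGs with reads from both strands 2.39%, 2.5% and 2.27%. Muscle had the highest mean high share at both coverage minimums, when thinned and at CpGs with reads from both strands.

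The share of CpGs in the same class in all 3 tissues was 75.6% at a coverage minimum of 5, 67.0% at 20, 91.6% when thinned, and 73.9% to 75.2% with a library left out. CpGs high in one tissue and under 20% in another numbered 47 and 11 at minimums of 5 and 20, where more or fewer CpGs were kept. With a library left out they numbered 26 to 112, with 112 without muscle replicate 1, 98 without muscle replicate 2 and 65 without notochord replicate 1. With every library thinned to 10 reads the count was 31, so fewer reads alone did not raise it. What else raised it was not tested.

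The mean r fell to 0.469 within and 0.384 between tissues at CpGs with a pooled level of 20 to 80%, where most CpGs near 0% are left out by construction, and to 0.914 between tissues when thinned. The order, within above between, held at each coverage minimum, when thinned and without muscle replicate 1, muscle replicate 2 or notochord replicate 1. It turned over without gut replicate 1 (0.929 within, 0.938 between), gut replicate 2 (0.929 and 0.935) and notochord replicate 2 (0.940 and 0.941). The mean r at 2 to 10 bp was 0.131 and 0.157 at coverage minimums of 5 and 20. The level of CpGs with no neighbour was 2.77% and 3.07% at these minimums and 2.60% with a window of 250 bp. With 3 to 5 neighbours it was 1.56% at 20 and 1.73% at 250 bp, and with 15 to 19 neighbours 1.78% at 250 bp. The cause of these changes was not tested, apart from the wider window, which counts more neighbours.

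Depth limits the classes, since 0 methylated reads of 10 allow a level of up to 30%. For single CpGs the spread between replicates was a limit. In simulated data with 1 spread for all tissues, edgeR recovered 0% of CpGs changed by 40 points and 83% (gut against muscle) or 78% (muscle against notochord) of those changed by 80 points. Changes between these sizes and the larger spread of the muscle libraries were not simulated.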

Other observations

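The tests of strands, of the muscle libraries and of other pairings of the libraries by tissue were chosen only after the results were seen, and the count of splits for the replicate numbers was set before.

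Listed CpGs with reads from one strand were almost never methylated. One-strand CpGs outnumbered both-strand CpGs by 2.16 to 1. The ratio was 2.20 ± 0.27 (SD) over the 174 scaffolds with at least 60 resolved CpGs. It ran from 1.31 to 3.27 between these scaffolds. The rule needs 2 one-strand neighbours for a both-strand CpG, but CpGs can share neighbours, so it does not fix the ratio. Only CpGs in such trios are resolved, so the ratio by itself favours no explanation. If reads from the ends of a fragment overlapped only in its middle, the both-strand CpG would lie between its one-strand neighbours in nearly every trio, and it did so in 45.9% of 70520. Simulated strands dropped at random gave 32.5%, so overlap could account for part of the trios but not for all. If the one-strand positions were cytosines in the CHH context (H is A, C or T), which often follow one another, many would lie 1 bp apart. There were 0 such pairs of one-strand positions, against 1109 pairs 2 bp apart and 1498 pairs 3 bp apart. No listed positions of any kind lay 1 bp apart. The 0 was thus set by the spacing of the whole list and does not by itself decide on CHH. In the CHG context the base 2 bp after the cytosine is a G, so 2 such cytosines 2 bp apart lie on opposite strands. Of the 1109 pairs, 541 (48.8%) had the same reads in all 6 libraries within 5%, as on one strand, against 1.72% of neighbours on opposite strands, which argues against CHG as the only context. A candidate explanation that stays open is that many listed positions were not CpGs in the DNA that was read. Within 25 bp of another CpG above 50%, 0.541% of 1110 one-strand CpGs were above 50% themselves, against 33.3% of 387 both-strand CpGs. Only 6 one-strand CpGs were above 50% anywhere, and all 6 were among these 1110. The low share therefore restates the pattern near methylated CpGs and is no separate test of that explanation. Simulated positions that each dropped either strand with even chance gave a ratio of 1.92, near the 2 one-strand positions put in per both-strand position. If the explanation holds, levels over listed CpGs may understate those of true CpGs. How such positions came to be listed was not tested, and no biological explanation was tested.

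The muscle replicates differed from each other more than any other pair of libraries (r = 0.905). Lower depth does not account for it, since with 10 reads per CpG in every library r was 0.885 for the muscle pair and 0.897 for the next lowest pair. At CpGs with a pooled level of 5 to 95%, the chi-square per degree of freedom between replicates was 21.1 in muscle, 8.50 in notochord and 5.06 in gut. The medians were closer together, at 3.63, 2.66 and 1.72, so a minority of CpGs carried much of the difference.

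Of the 65 CpGs low in 1 library alone, 58 were low in a muscle library, with a median of 0% there and 86.5% in the other libraries. Few DNA molecules behind a library would lower neighbouring CpGs on the same molecules as well. The 18 CpGs within 50 bp that were above 50% in the other libraries had a median level of 96.6% in that library, which argues against it. Of these 18 neighbours, 16 were above 50%, and CpGs without such a neighbour were not covered by this check. That is consistent with sequence variants of the animals behind each library, which stays open as a candidate explanation. CpGs high in 1 library alone numbered 53, with 24 in muscle replicate 1 and 17 in muscle replicate 2. A variant that removes a CpG in 1 library would not make that library high, so such a variant does not account for these. The reverse case, a CpG missing from the other libraries, was not tested and stays open. No sequence was examined.

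At CpGs where the pooled level of the other tissues was 30 to 70%, the muscle replicates were under 20% or above 80% at 41.4% and 41.1% of 886, the gut replicates at 26.1% and 22.9% of 916 and the notochord replicates at 24.3% and 33.0% of 890. A purer cell type in muscle would put both muscle replicates at the same extreme. They were so at 136 CpGs, against 122 of 916 for gut and 99 of 890 for notochord, but at opposite extremes at 75, against 0 for gut and 18 for notochord. That argues against a purer cell type as the whole cause. Fewer animals behind each muscle library could give this pattern, and would also make CpGs lose their reads in 1 library. Muscle replicates 1 and 2 had lost nearly all reads at 3.24% and 3.33% of the CpGs covered in the other libraries, notochord replicate 2 at 1.30%, and the other 3 libraries at 0.0504% to 0.164%. The labels do not give the number of animals, and a difference between tissues in methylation itself stays open as untested.

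Other groupings of the libraries say how far chance can be excluded. For the 0 CpGs that edgeR called between replicate numbers (125 at an unadjusted p below 0.05, and 0 by limma and by the quasi-binomial test) they decide nothing, since any of the 10 splits into 3 and 3 gives at least 0, and all 10 did. Among the 10 splits, edgeR made calls only in those that parted the muscle replicates and kept the other pairs whole. Limma also made its most calls there. Such a split rests on 1 muscle library against the other. Of the 15 ways to make 3 pairs, 6 gave at least the 1 CpG that edgeR called between any tissues. By limma the real grouping alone gave as many as 108, so 1 of 15, and the next gave 94. The real grouping was also highest by the quasi-binomial test (14, next 3) and by the number at an unadjusted edgeR p below 0.05 (391, next 341, and 252 against 165 at a pooled level of at least 5%). With 15 groupings the share cannot fall below 0.05, so chance cannot be excluded for these counts between tissues.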
